A study of Mus musculus with 10 samples. Its data were reported in "An αvβ3 integrin checkpoint is critical for efficient TH2 cytokine polarisation and potentiating antigen-specific immunity" (2022).

How the data were processed

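The samples were 10 libraries of sgRNA amplicons from mouse TH2 cells, made from the reporter-negative and the reporter-positive fraction of each of 5 screens. Per the labels, the authors trimmed reads to the 20-nt sgRNA with cutadapt 1.4.1 and aligned them to the sgRNA reference with Bowtie2 (its version is given as 1.2.3), and deposited a raw count for each sgRNA and fraction, with no normalization and no filter. The percent of aligned reads of each library, as deposited by the authors, was made from reads with the correct flanking sequence. A skew ratio for each library, computed by the authors from the spread of sgRNA counts without stating the percentiles, was also deposited; it was not used in any test. The deposited percent of aligned reads was 93.09 to 94.12 in the genome-wide libraries and 83.2 to 92.12 in the secondary libraries, and the deposited skew ratio was 4.96 to 9.72 and 7.49 to 19.6.

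Of the genome-wide genes, 26 had symbols that a spreadsheet had turned into dates, so genes were joined by their identifiers, and 4 sgRNAs of Xlr4b that were listed more than once were counted once. The median count of a targeting sgRNA was 205 to 982 in the genome-wide libraries and 1796 to 2127 in the secondary libraries. Non-targeting sgRNAs had a median count 1.33 to 1.43 times that of targeting sgRNAs in the genome-wide library and 9.03 to 11.2 times in the secondary library, where they took 35.5 to 40.3% of reads. Between 0.789 and 3.03% of genome-wide and 0.261 and 1.85% of secondary sgRNAs lay under the count minimum. Reads were PCR products without molecular identifiers and are not independent molecules, so no interval was drawn from read counts, and SDs expected from counts cover counting error only. The Wilson intervals took genes and the bootstrap intervals sgRNAs as units, and neither covers differences between screens. The SD of log2 ratios of non-targeting sgRNAs was 0.47 in S14, 0.69 in S16, 0.40 in S28, 0.52 in S32a and 0.23 in S32b, against 0.62, 0.82, 1.04, 1.34 and 0.64 for targeting sgRNAs.

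For each screen the log2 ratio of each sgRNA, negative over positive fraction, was taken after scaling both fractions by the median of the non-targeting sgRNAs. sgRNAs needed at least 20 counts (genome-wide) or 50 counts (secondary) in both fractions, and genes at least 2 such sgRNAs in every screen, which left out 151 genome-wide and 8 secondary genes. A gene's sgRNAs were compared with the non-targeting sgRNAs by a 2-sided exact Wilcoxon rank-sum test. Scores were averaged over screens, p-values combined by Fisher's method and adjusted by Benjamini and Hochberg over all genes tested. A gene was called at an adjusted p under 0.05 with the same sign in every screen. Both fractions of a screen come from the same culture per the labels, so fractions were compared within a screen throughout. Single sgRNAs were tested with the quasi-likelihood test of edgeR 4.0.16 (TMM library sizes, screen and fraction as terms) in R 4.3.3, with 1 residual degree of freedom in the genome-wide and 2 in the secondary fit. Other fits used limma 3.58.1 and DESeq2 1.42.0, and the rest Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. sgRNA sequences were matched to the GRCm38.p6 genome and its annotation.

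A list's shift was its mean score minus that of all other tested genes, with a 2-sided p from 100000 random lists of the same size, adjusted over the lists of a library, and camera's tests with a preset and with an estimated correlation beside it. The 25 lists covered TCR signalling, JAK-STAT signalling, TH2 transcription factors, interferon-γ and TH1 genes, integrins, the ARP2/3, WASP and WAVE complexes, PI3K and mTOR, brakes on these pathways, NF-κB, endoplasmic reticulum translocation, Elongator with tRNA thiolation and diphthamide synthesis, the KMT2C/D, BAF, Mediator and CBF/RUNX complexes, BET proteins with p300 and ADNP, cell death, the type-2 cytokine locus, acetyl-CoA and sterol synthesis, the respiratory chain, cytosolic ribosomal proteins, the proteasome, olfactory and vomeronasal receptors, other-lineage genes, and genes the study named. Carry-over was measured over the 994 genes tested in both libraries, with Fisher's exact test for genes called higher in both. Genes were named by rule: the 10 highest and the 10 lowest scores among called genes of each library, up to 4 members of each list with the smallest combined p, and genes the study named. Genes outside this rule are said to be chosen after their values were seen.

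The tests were tested on simulated data drawn from the real counts, with 200 genes changed. In the genome-wide design the rank-sum test found 17.6, 74.2 and 100% of genes changed by 0.5, 1 and 2 log2 units. It called 21 of 19383 unchanged genes. edgeR on summed counts found 26.5, 84.8 and 100%, more at 0.5 and 1 and the same at 2, and called 6 of 19341. The rank-sum test with receptor sgRNAs as reference found 5.88, 69.7 and 100% and called 3 of 19383. In the secondary design the rank-sum test with non-targeting sgRNAs found 51.6, 83.6 and 100%, and called 36 of 739 unchanged genes. There edgeR on summed counts called 2 of 716 and the rank-sum test with receptor sgRNAs as reference called 0 of 739. The receptor reference found 4.69, 55.7 and 96.6% of these changes, fewer at each of the 3 sizes, and edgeR on summed counts found 20.6, 88.5 and 100%, fewer only at 0.5. Percentages are of the changed genes that were still tested. In this simulated secondary design 3154 sgRNAs passed the count minimum in every library, against 4091 in the data. Its rates may therefore differ from those of the real secondary screens. Alternatives tried were another reference population, count minimum, threshold, way of combining and approximation of p, no sign rule, the sgRNA median, edgeR and DESeq2 on counts summed per gene, fry over sgRNAs, other library sizes, no block for the screen, count-matched random lists, and leaving out each screen. The receptor sgRNAs as reference were chosen after the data were seen. Plasmid or unsorted libraries and sequencing reads were not analysed here.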

Results

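The data were sgRNA read counts from pooled CRISPR screens of mouse TH2 cells. Splenic naïve CD4+ T cells that carried Cas9 and a tdTomato reporter at Il13 (IL-13Tom) were activated for 24 h, transduced with a retroviral sgRNA library, placed under TH2 conditions on day 6 and sorted on day 9 into a reporter-negative and a reporter-positive fraction. Each screen therefore gave 2 libraries, and 10 libraries were counted in all. The genome-wide library, Brie, was used in 2 screens (S14 and S16) and held 78633 sgRNAs against 19674 genes and 1000 non-targeting sgRNAs. A secondary library of 4014 sgRNAs against 1004 genes and 200 non-targeting sgRNAs was used in 3 screens (S28, S32a and S32b). In S14 the negative fraction had 51844870 counts and the positive fraction 93025304, and in S16 these were 23300261 and 29111219. The secondary libraries held 16564144 and 14767984 counts in S28, 15445253 and 17126826 in S32a, and 14282267 and 15455730 in S32b, negative fraction first. A gene's score was the mean log2 ratio of its sgRNAs, negative over positive fraction, relative to the non-targeting sgRNAs. A positive score means that sgRNAs against the gene were enriched among cells without the reporter. Errors are SDs between screens (n = 2 genome-wide, n = 3 secondary).

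The genome-wide screens asked which genes TH2 cells need to express the IL-13 reporter, and which hold it back. Guides against Il4ra, the gene of the IL-4 receptor α chain (gene ID 16190, chromosome 7, 125552271 to 125579474 in GRCm38), were enriched 3.01-fold among reporter-negative cells, with a score of 1.59 ± 0.57. Gata3, the transcription factor that specifies TH2 cells, scored 0.92 ± 0.32, and Stat6, which relays the IL-4 signal to the nucleus, scored 0.78 ± 0.66. In the opposite direction, sgRNAs against Zc3h12a, which encodes the mRNA-degrading protein Regnase-1 (gene ID 230738), were depleted from the negative fraction with a score of -2.45 ± 0.12, the lowest of all genes called. All 4 Zc3h12a sgRNAs lay below 0 in both screens, 8 of 8 values. Adjusted p-values from the exact rank-sum test combined over screens were 1.36e-07 for Il4ra, 0.00575 for Gata3, 0.00695 for Stat6 and 1.49e-11 for Zc3h12a.

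Several other genes called higher were members of the fixed lists. From T cell receptor signalling, Cd3e (1.16 ± 0.13), a signalling chain of the receptor, and Zap70 (1.02 ± 0.24), its kinase, were called, 2 of 31 members tested. The actin-nucleating ARP2/3 complex gave Actr2 (1.57 ± 0.44), Arpc4 (1.22 ± 0.15), Arpc2 (0.86 ± 0.98) and Arpc3 (0.77 ± 0.37) among the 5 called of 22 list members. From protein entry into the endoplasmic reticulum came Spcs2 (a 2.64-fold enrichment), a signal peptidase subunit, and Sec61a1 (1.07 ± 0.17) and Sec61b (0.65 ± 0.78), which form the translocation channel, within 6 called of 31. The integrin list gave Tln1 (1.17 ± 0.43) and Fermt3 (0.77 ± 0.60), which encode talin and kindlin-3, adaptors that activate integrins, 2 of 19. Itgav and Itgb3, the genes of integrins αv and β3, scored 0.51 ± 0.03 and 0.56 ± 0.14 and were not called (adjusted p = 0.139 and 0.221, exact rank-sum test). Cbfb (1.02 ± 0.18), the partner of RUNX factors, Arid1a (1.18 ± 0.54) of the BAF chromatin remodeller, Fnta (1.12 ± 0.40), a subunit of protein farnesyltransferase, and Acly (1.33 ± 0.57), which makes cytosolic acetyl-CoA, were also called higher. Called genes in no list included Snrpd3 (1.51 ± 0.45) and Tsen54 (1.27 ± 0.15), which serve RNA splicing, and Mau2 (1.22 ± 0.09), a loader of cohesin. The highest score among called genes, 1.65 ± 2.27 for the chaperone gene Hspa5, rested on S16 (3.26 against 0.04 in S14). Those of Arpc2 (1.55 in S14 against 0.17 in S16) and Sec61b (1.21 against 0.10) rested largely on S14.

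Among the lower genes, 9 besides Zc3h12a were named by rule. They included the splicing genes Srsf1 (-1.74 ± 0.46) and Xab2 (-1.44 ± 0.53) and the mitotic kinase gene Mastl (-1.74 ± 0.37). The histone chaperone gene Rbbp4 (-1.48 ± 0.16) and the ribosome assembly genes Ddx18 (-1.34 ± 0.38) and Nol11 (-1.21 ± 0.45) were also among them. No fixed list covered splicing, mitosis or ribosome assembly, so a shared function was not tested. The scores of Srsf1, Mastl, Ddx18 and Nol11 in S16 and of Xab2 in S14 rested on 2 sgRNAs each. None of these genes was called by edgeR on summed counts, which gave no value for Srsf1. Genes of interferon-γ signalling and TH1 cells went both ways, with scores of -0.60 ± 0.06 (Ifngr2), -0.85 ± 0.58 (Il18r1), -0.56 (Jak2), -0.79 ± 0.92 (Ifngr1) and -0.43 ± 0.22 (Ifng) against 0.35 ± 0.25 for the TH1 factor Tbx21, and 0 of the 16 members were called by the exact rank-sum test (1 higher and 3 lower at unadjusted p under 0.05, 0 by edgeR). Adjusted over the list alone, 2 of the 16 were lower. Of 35 brakes on PI3K, mTOR and TCR signalling, Zc3h12a was called, and Tnfaip3 (-0.82 ± 0.18) and Ndfip1 (-0.75 ± 0.46), both negative regulators of T cell activation, were not.

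In all, 19523 genes were tested, and 49 were called higher and 54 lower (adjusted p under 0.05 and the same sign in both screens). At unadjusted p under 0.05 with the same sign, 470 were higher and 866 lower. Olfactory and vomeronasal receptor genes, which T cells are not known to use, served as a check: their mean score was -0.13, and 11.4% of 1380 had an unadjusted p under 0.05. With the receptor sgRNAs as the reference population, an alternative chosen after the data were seen, 27 genes were higher and 5 lower, and with all sgRNAs as reference 23 and 5. All genes called higher with the receptor reference were also among the 49, and Il4ra, Gata3, Stat6, Zap70, Cd3e, Tln1, Fermt3 and Zc3h12a were kept, while Arpc3, Snrpd3, Srsf1, Xab2, Rbbp4 and Nol11 lost their call. Stat6 was lost with all sgRNAs as reference. The 20 simulations of these screens with no effect gave at most 3 calls in each direction. They centred targeting sgRNAs on the non-targeting sgRNAs, whereas the real receptor sgRNAs had medians of -0.07 in S14 and -0.15 in S16. In the data 0 of 1380 receptor genes were called higher and 5 lower. The simulations therefore do not limit how many of the 54 lower calls are false. With a normal approximation in place of the exact rank-sum p-values 0 genes passed in either direction (431 higher and 786 lower at unadjusted p under 0.05), and edgeR on counts summed per gene called 21 higher and 4 lower with the screen as a replicate block, with Il4ra, Cd3e, Tln1 and Zc3h12a and without Gata3, Stat6, Zap70, Fermt3, Arpc2, Arid1a, Acly and Hspa5. Of these 21 and 4, 15 and 2 were among the 49 and 54. The integrin list gene Apbb1ip and the chromatin gene Brd2 were called higher by edgeR and not by the rank-sum test (edgeR adjusted p = 0.00436 and 0.00417).

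Gene lists fixed before the data were examined described these groups as wholes. In the genome-wide library 14 of 25 lists were shifted up and 3 down, by a 2-sided permutation test with 100000 random lists, adjusted over the lists. With an estimated correlation camera called 0 lists in either direction (smallest adjusted p = 0.470). With only 2 screens this test cannot tell whether correlation between genes accounts for the shifts. For genes the study named, the estimated correlation of -0.02 was below the preset 0.01. Their unadjusted camera p was still 0.0533, against 6.2e-24 with the preset. Other lists lay on both sides of the preset, as integrins (-0.03) and JAK-STAT (0.18). The JAK-STAT list held chains of the IL-4 and IL-2 receptors and Gata3 as well as signalling genes below these receptors. It lay 0.47 above the other genes (permutation adjusted p = 5e-05, which rests on the smallest possible p of 1e-05). With an estimated correlation its camera adjusted p was 0.470. The 3 of its 12 members called were Il4ra, Stat6 and Gata3, already described above, and 4 were higher adjusted over the list alone. Gata3 was also a member of the list of TH2 transcription factors. The endoplasmic reticulum list was shifted by 0.48 with 6 of 31 called and 11 adjusted over the list alone (permutation adjusted p = 5e-05; adjusted p = 0.470 with an estimated correlation). The integrin list was shifted by 0.29, with 5 of 19 adjusted over the list alone, the TCR list by 0.24 with 7 of 31, and the ARP2/3, WASP and WAVE list by 0.23 with 5 of 22 higher and 1 lower (permutation adjusted p = 9.37e-05, 7.14e-05 and 0.000375; adjusted p = 0.470 for each with an estimated correlation). The brakes were shifted by -0.14, with 4 lower adjusted over the list alone (permutation adjusted p = 0.00793; adjusted p = 0.0767 with camera's preset correlation and 0.470 with an estimated correlation). Other-lineage genes of B cells, myeloid cells, erythroid cells, liver and neurons lay at -0.12, with 0 of 33 called by the exact rank-sum test, by edgeR, adjusted over the list alone or at unadjusted p under 0.05 with the same sign (permutation adjusted p = 0.0286; adjusted p = 0.470 with an estimated correlation). The mean score of both the TCR and the ARP2/3 list was 0.15 and their medians were -0.01 and -0.04, where the median of all genes was -0.09. The brakes' median of -0.07 was not below that of all genes, so the list's shift rested on some members and not on the typical one. With receptor sgRNAs as reference, chosen after the data were seen, the members called higher were 3 for JAK-STAT, 4 for the endoplasmic reticulum, 2 for integrins, 2 for TCR signalling and 3 for ARP2/3, and with edgeR 1, 2, 2, 1 and 2. The 2 integrin genes called by edgeR were Tln1 and Apbb1ip, without Fermt3 (edgeR adjusted p = 0.0248, 0.00436 and 0.379). The integrin, ARP2/3 and endoplasmic reticulum lists were partly chosen from hits the study named on these samples, so their counts and shifts are not independent evidence, and some TCR, JAK-STAT and brake genes were named there too. Without S16 the JAK-STAT call was lost (permutation adjusted p = 0.234), without S14 the ARP2/3 call (permutation adjusted p = 0.209), and the calls of the brakes (permutation adjusted p = 0.0699 and 0.0939) and of the other-lineage genes (permutation adjusted p = 0.184 without S14 and 0.124 without S16) were lost without either, while the TCR, integrin and endoplasmic reticulum lists passed without either screen.

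**Figure D1:**
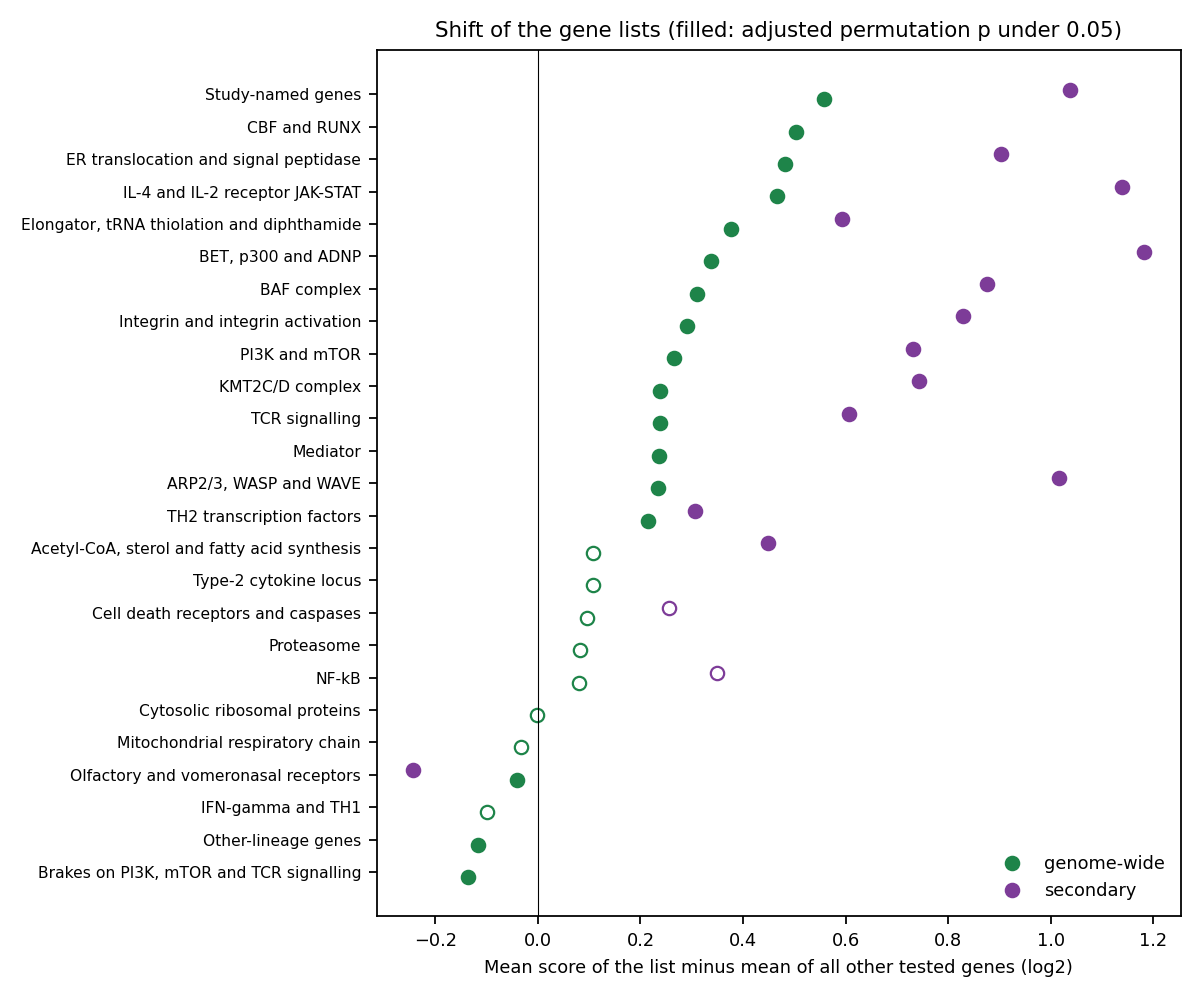
Shift of each gene list in log2 units (x axis, mean score of the list minus mean of all other tested genes) in the genome-wide (green) and secondary (purple) libraries, with filled points at a permutation adjusted p under 0.05. The JAK-STAT list lay at 0.47 and 1.14, and the brakes at -0.14 in the genome-wide library.

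The secondary screens retested genes chosen from the genome-wide screens. Il4ra had the highest score, 2.86 ± 0.88, a 7.26-fold enrichment of its sgRNAs among reporter-negative cells. Gata3 (1.67 ± 0.34), Stat6 (1.66 ± 1.42) and Nfkb1 (1.63 ± 0.04), an NF-κB subunit, were also among the 10 highest. Integrin αv, Itgav (gene ID 16410), scored 1.34 ± 0.09 and Itgb3 (gene ID 16416) scored 0.81 ± 0.28, both called higher here. Adjusted p-values from the exact rank-sum test were 3.27e-17 for Il4ra, 2.99e-12 for Gata3, 8.36e-10 for Itgav and 6.2e-06 for Itgb3. The non-targeting sgRNAs spread less than targeting sgRNAs in each screen, which can make these p-values too small. Against receptor sgRNAs, a reference chosen after the data were seen, the same test gave adjusted p = 3.57e-11, 4.63e-05, 0.00033 and 0.0271. Stat6 scored 0.09 in S32a against 2.87 in S28 and 2.02 in S32b. With edgeR on summed counts the calls of Stat6 (edgeR adjusted p = 0.179) and Itgb3 (edgeR adjusted p = 0.115) were lost, and that of Itgb3 also with DESeq2 and with all sgRNAs as reference. The calls of Il4ra, Gata3, Nfkb1 and Itgav were kept by these 3 alternatives. Zc3h12a was not in the secondary library.

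Several complexes were represented among the retested genes called higher. In the integrin list 5 of 6 members were higher: Itgav, Itgb3, Tln1 (1.05 ± 0.60), Fermt3 (0.97 ± 0.42) and Apbb1ip (0.93 ± 0.32), the gene of RIAM, which links RAP1 to talin. The β2 integrin chain gene Itgb2 scored 0.27 ± 0.60 and was not called. Of TCR signalling genes 7 of 10 were higher, among them Zap70 (0.87 ± 0.48), the kinase gene Lck (0.85 ± 0.24), the adaptor gene Lcp2 (0.76 ± 0.52) and Cd3g (0.67 ± 0.50), whereas Cd3e, called in the genome-wide screens, scored 0.33 ± 0.66. From the actin list 6 of 7 were higher, with Wipf1 (1.56 ± 0.80), the partner of WASP, and the ARP2/3 subunits Actr3 (1.53 ± 0.65), Actr2 (1.49 ± 1.04) and Arpc2 (1.29 ± 0.08). Of 6 PI3K and mTOR genes 4 were higher: Mtor (1.36 ± 0.33), the mTOR complex subunits Mlst8 (1.23 ± 0.44) and Rictor (0.82 ± 0.48), and the PI3K subunit gene Pik3cd (0.80 ± 0.53). All 4 tested members of the histone methyltransferase list around KMT2C and KMT2D were higher, with Kmt2c at 1.04 ± 0.52 and Kmt2d at 0.77 ± 0.57, and the chromatin genes Brd2 (1.41 ± 0.39) and Adnp (1.06 ± 0.35) were higher too. The endoplasmic reticulum list had 10 of 12 higher, with Spcs2 at 1.38 ± 0.35 and Emc1, of the membrane protein insertase, at 1.21 ± 0.26. The AP-1 family genes Batf (1.01 ± 0.52) and Junb (0.91 ± 0.24) were higher and Batf3 (-0.49 ± 0.40) lower. With receptor sgRNAs as reference, chosen after the data were seen, the members higher were 5 of 6 for integrins, 2 of 10 for TCR signalling, 5 of 7 for actin, 2 of 6 for PI3K and mTOR, 1 of 4 for KMT2C/D and 7 of 12 for the endoplasmic reticulum, and with edgeR they were 3, 1, 5, 2, 1 and 3. Lcp2, Cd3g, Rictor, Pik3cd, Kmt2d and Batf3 lost their call with this reference. All these lists hold genes the study named from these samples, so the counts are not independent evidence.

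**Figure D2:**
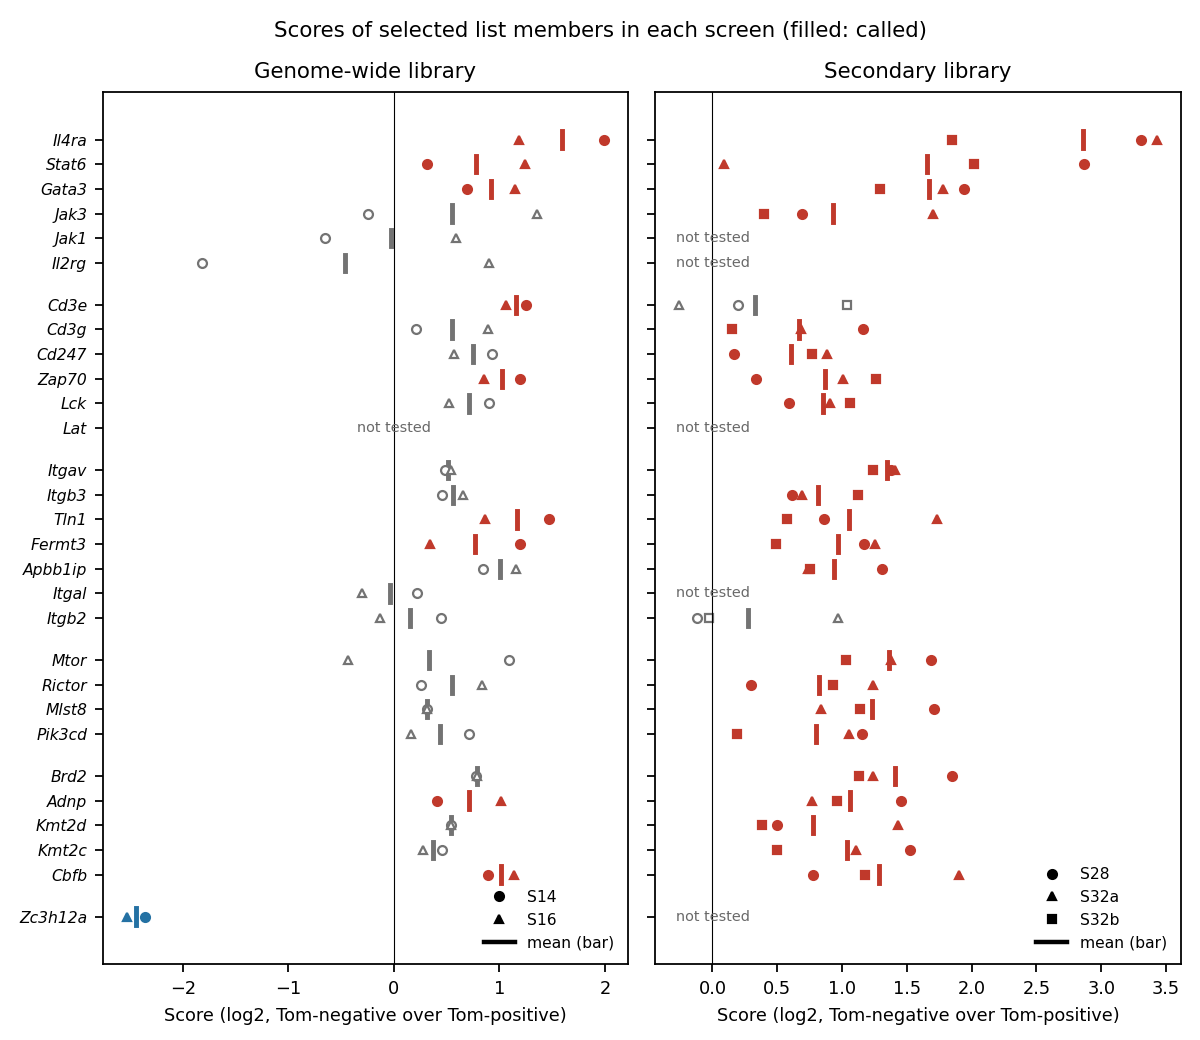
Scores of members of the fixed lists (rows) in each screen, in log2 units of the negative over the positive fraction, for the genome-wide (left) and secondary (right) libraries; points are screens, bars are means, and filled red or blue marks are genes called higher or lower. Itgav lay at 0.49 and 0.54 in the genome-wide screens and at 1.38, 1.41 and 1.24 in the secondary screens.

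The lists' shifts in the secondary library are relative to other retested genes. The JAK-STAT list was shifted by 1.14 and the actin list by 1.02, each at the smallest permutation p of 1e-05 (adjusted p = 0.140 for both with an estimated correlation). The integrin list was shifted by 0.83, the TCR list by 0.61 and the PI3K and mTOR list by 0.73 (permutation adjusted p = 0.00048, 0.00048 and 0.00112; adjusted p = 0.140, 0.140 and 0.149 with an estimated correlation). Olfactory and vomeronasal receptors lay 0.24 below the others, a shift of -0.24, with 4 of 35 called lower and 4 adjusted over the list alone (permutation adjusted p = 0.00274; adjusted p = 0.149 with an estimated correlation). Adjusted over the list alone, the members higher were 5 of 6 for the integrin list, 7 of 10 for TCR signalling, 6 of 7 for the actin list and 4 of 6 for PI3K and mTOR. In all, 13 of 16 lists with at least 3 tested members were shifted up and 1 down, and the minimum of 3 was chosen after the data were seen. With an estimated correlation camera called 0 of the 16 (smallest adjusted p = 0.140). With 3 screens this test was limited here too. For the actin list the estimated correlation was -0.15, and the unadjusted camera p was 0.0342, against 3.7e-07 with the preset.

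The sgRNAs against the αv and β3 genes lay in coding exons, each with a single match in the GRCm38 genome. For Itgav they fell in exons 4, 7, 12 and 13 of 30 on chromosome 2, and for Itgb3 in exons 3, 4 and 6 of 15 on chromosome 11. In the secondary screens 11 of the 12 Itgav values were positive, between 0.67 and 2.34, and 1 was -0.11. The 12 Itgb3 values also held 1 below 0, at -0.21, and reached 1.78. In the genome-wide screens 8 of 8 Itgav values and 7 of 8 Itgb3 values were positive.

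**Figure D3:**
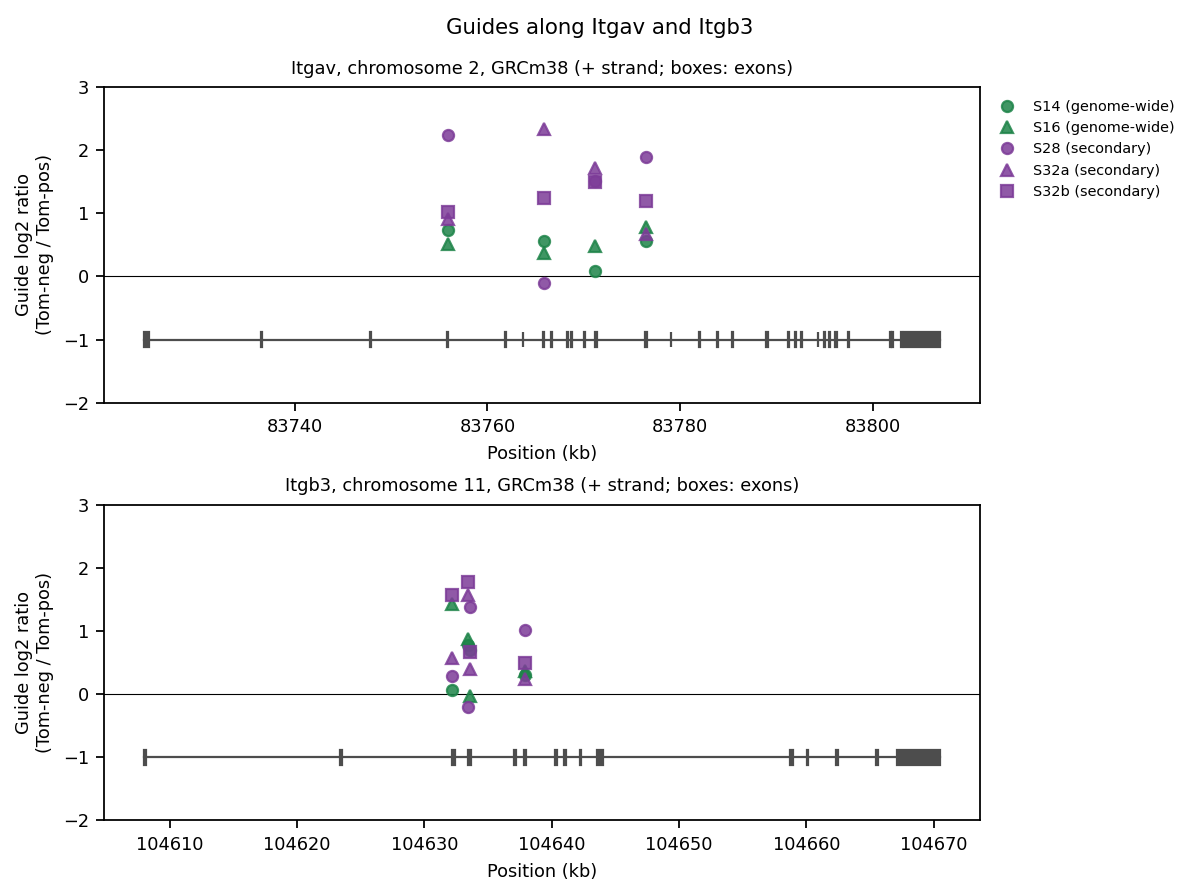
Log2 ratio (negative over positive fraction, y axis) of each sgRNA against its position in kb (x axis) along Itgav and Itgb3 in GRCm38, with exons as boxes; green marks are genome-wide screens and purple marks secondary screens. Of the 12 secondary values of each gene, 11 lay above 0.

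Of 996 genes tested in the secondary screens, 103 were called higher and 36 lower (114 and 44 at unadjusted p under 0.05 with the same sign). Wdr18, a gene of ribosome maturation (-1.66 ± 1.23), Mdm2, the ubiquitin ligase of p53 (-1.07 ± 0.24), and Mybl2, a cell cycle transcription factor (-1.06 ± 0.16), were among the lowest, beside the receptor genes Olfr826 (-1.08 ± 0.34) and Olfr1000 (-0.91 ± 1.28). The test was lenient here: in 20 simulations with no effect it called between 10 and 32 genes higher and between 9 and 29 lower. These simulations lost more sgRNAs to the count minimum than the data did. They tested 916 to 940 genes, so the range is approximate. With receptor sgRNAs as the reference, chosen after the data were seen, 47 genes were higher and 0 lower by the exact rank-sum test, where edgeR on summed counts gave 32 and 1, DESeq2 43 and 2, and the count at unadjusted p under 0.05 against non-targeting sgRNAs was 44 lower. Il4ra, Gata3, Stat6, Nfkb1, Itgav, Itgb3, Tln1, Fermt3, Apbb1ip, Mtor, Zap70 and Lck were among the 47.

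Genes called in the genome-wide screens carried over to the secondary screens, and most of the other retested genes did not. Of 46 genes called higher and retested, 42 had a positive secondary score (91.3%, 95% Wilson interval 79.7 to 96.6) and 29 were called higher again, against 4.77 expected from independent lists. With receptor sgRNAs as reference, chosen after the data were seen, 18 genes were called higher in both libraries. The 29 included Il4ra, Gata3, Stat6, Zap70, Tln1, Fermt3, Cbfb, Arid1a, Fnta, Spcs2 and Actr2, of which all kept both calls with that reference, and Stat6, Zap70 and Actr2 were not called by edgeR in the secondary screens. Acly was also among the 29, and its secondary call was lost with that reference (adjusted p = 0.447) and with edgeR (adjusted p = 0.481). The median score of all 46 genes was 0.87 in the genome-wide screens and 0.78 in the secondary screens. The odds of a second call were 20.1 times those of the other retested genes (Fisher's exact test, 2-sided p = 2.52e-19). All 4214 secondary sgRNAs had sequences of the genome-wide library, so effects of single sgRNAs outside their gene could carry over too. Rbpj, a mediator of Notch signalling, was called at first (0.69 ± 0.17) and scored 0.49 ± 0.58 later, and Nol6, a gene of ribosome assembly named after its values were seen, was called higher first and lower later. The genome-wide calls of Rbpj and Nol6 were lost with receptor sgRNAs as reference. Among 948 retested genes not called at first, 48.6% were positive (45.5 to 51.8), with a median of -0.01, and 74 were called higher and 34 lower. Itgav, Itgb3, Nfkb1, Brd2, Mtor and Kmt2d were among the 74. Of those named, Brd2 had been called higher by edgeR in the genome-wide screens (edgeR adjusted p = 0.00417). Across 994 genes the scores correlated with Pearson's r = 0.430 and Spearman's rho = 0.305, and 50.6% had the same sign; genes are not independent replicates. Without S14, r was 0.133 and 11 genes were called higher in both.

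**Figure D4:**
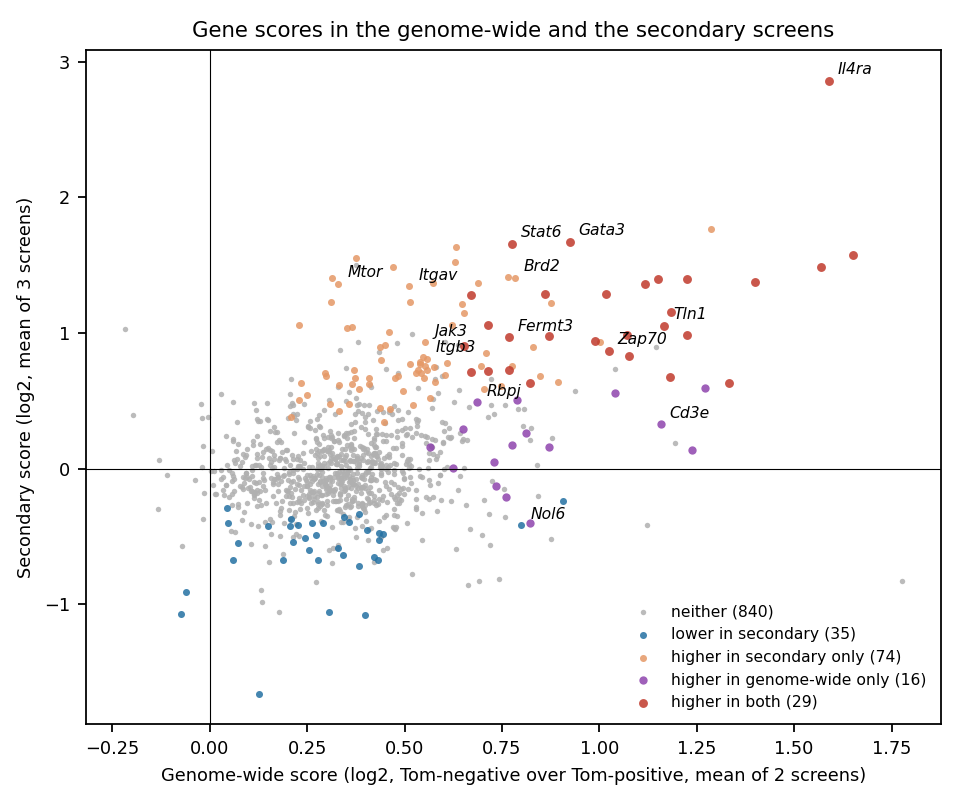
Mean score of each of 994 genes in the genome-wide screens (x axis, log2) and in the secondary screens (y axis, log2), coloured by the calls. The 29 genes higher in both (red) include Il4ra at 1.59 and 2.86, and the 948 genes not called in the genome-wide screens had a median of -0.01 on the y axis.

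Agreement between single screens was low for genes as a whole. Scores in S14 and S16 correlated across 19523 genes with r = 0.0098, and 52.2% had the same sign. In the secondary library r across genes was 0.251 for S28 and S32a, 0.400 for S28 and S32b and 0.228 for S32a and S32b, and genes are not independent replicates. Single genes ranged from close repeats, as Zc3h12a at -2.36 and -2.53 in S14 and S16, to opposite scores, as Mtor at 1.09 and -0.43 and the cytokine receptor gene Il2rg at -1.82 and 0.90. A call required the same sign in every screen.

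Single sgRNAs were tested with edgeR's quasi-likelihood test with the screen as a block. In the genome-wide library 17 sgRNAs against 17 genes were higher and 7 against 5 genes lower, of 76778 tested. The sgRNAs named here were chosen after their values were seen. Of the lower ones, 3 target Zc3h12a, with log2 fold changes of -3.30 ± 0.42, -2.59 ± 0.37 and -2.11 ± 0.45 (SE; edgeR adjusted p = 4.41e-10, 1.52e-07 and 0.0216). Higher ones included sgRNAs against Cd3e (2.31 ± 0.39), Il4ra (1.70 ± 0.38), Spcs3 (1.86 ± 0.37) and Apbb1ip (1.69 ± 0.39). The highest were single sgRNAs against Kars (3.88 ± 0.68), a tRNA synthetase gene, and Scgb1b7 (3.72 ± 0.65), and a lower one was against the vomeronasal receptor gene Vmn2r40 (-2.47 ± 0.56). In the secondary library 0 of 4091 sgRNAs passed in edgeR (172 higher and 103 lower at unadjusted p under 0.05), and DESeq2 called 54 higher and 5 lower. The smallest edgeR adjusted p there, 0.0737, belonged to sgRNAs against Il4ra (3.14 ± 0.46), Brd2 (2.40 ± 0.36) and Stat6 (2.15 ± 0.33).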

Values the study reported

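The study took forward 1018 genes from its genome-wide screens to a secondary screen, chosen at a fold change above 0.06 and a p-value below 0.07. Its gene set enrichment analysis gave an FDR q value of 0.021 for the regulation of IL-4 production and of 0.001 for T cell receptor signalling. In knockouts of single genes with 4 sgRNAs each, it counted 16 candidates as regulators of TH2 differentiation.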

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

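The tests of fewer cells per sgRNA and of receptor sgRNAs with 1 site were chosen after the results were seen, and the other tests of this part before. The genes below were singled out because every genome-wide screen gave a positive and every secondary screen a negative score, and in each case the difference was not tested. The difference, secondary minus genome-wide score, was -0.76 for Batf3 (0.27 and -0.49), -1.37 for Mybl2 (0.31 and -1.06), -0.70 for Trp53, the gene of p53 (0.34 and -0.35), -1.48 for the receptor gene Olfr826 (0.40 and -1.08), -1.10 for Rhox1 (0.38 and -0.72), and -1.11 for Zfp709 (0.43 and -0.68). For Nol6, called higher in the genome-wide and lower in the secondary screens, it was -1.22 (0.80 and -0.42). Secondary genes had been selected for positive genome-wide scores.

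Olfactory and vomeronasal receptor genes, with no known role in T cells, were among the genes called lower, 5 genome-wide and 4 in the secondary screens. In the secondary screens 31.4% of these genes had an unadjusted p under 0.05, and simulations with no effect, in which the number of cells behind an sgRNA followed its abundance, gave up to 43.75% with a median of 30.7%, so fewer independent cells per targeting sgRNA than per non-targeting sgRNA may account for the share. These secondary simulations kept fewer genes than the data, 916 to 940 against 996. In the genome-wide screens the observed 11.4% lay above the highest simulated value of 10.2%. Cleavage at several genomic sites is argued against as the whole cause of the lower genome-wide scores, since receptor sgRNAs with 1 site also lay below the non-targeting sgRNAs, with medians of -0.06 in S14 and -0.15 in S16 and upper ends of the 95% intervals of -0.0255 and -0.0846. A contribution stays open: sgRNAs with several sites lay lower than those with 1 site in S14, and in S16 the upper end of the interval of that difference was 0.0636.

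Retested genes that had not been called in the genome-wide screens split evenly by sign, with 48.6% positive. Simulations of the genome-wide screens with no effect passed between 850 and 1210 genes at a log2 score over 0.06 and a combined p under 0.07, where the data passed 1023, so selection of chance positives is a candidate explanation for part of them. The scale of the scores that chose the library is not known, and 718 of the secondary genes were among the 1023. Centring of the secondary scores on the non-targeting sgRNAs is argued against, since with receptor sgRNAs as the centre 54.9% were positive. No biological explanation was tested for either pattern.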

How the results depend on the processing

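The receptor sgRNAs as reference were chosen after the results were seen; every other alternative was planned. Of the values for main results under alternatives 274 were the same, 68 counts or values moved, 58 lost and 3 gained a call, and 2 reversed. For list p-values the same meant the same side of the threshold. For counts it meant within a fixed ratio of the main count, and for carry-over r and percent inside the main value's interval. Such a count can hold other genes: without S14, 33 genome-wide genes were higher, 14 of them among the main calls. For named genes 2805 were the same, 65 moved, 552 lost and 56 gained a call, and 1 reversed. The 2805 include genes called in neither setting, and edgeR on summed counts kept 13 of 40 named genome-wide calls. Unless named, the cause was not tested. Genome-wide simulations found 17.6% of changes of 0.5 log2 units. Read depth was not the main limit there, since counting error alone gave receptor sgRNAs an SD of 0.08 in S14 and 0.13 in S16, against an observed spread of 0.52 and 0.77. Carry-over with newly designed sgRNAs could not be run because all 4214 secondary sgRNAs are in the genome-wide table, and leaving out a genome-wide screen leaves no residual degrees of freedom for single sgRNAs.

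In the genome-wide library, against 49 genes higher and 54 lower, all sgRNAs as reference gave 23 and 5, receptor sgRNAs 27 and 5, a count minimum of 100 gave 32 and 11, no sign rule 94 and 103, a threshold of 0.1 gave 81 and 106, and a normal approximation 0 and 0 (431 and 786 at unadjusted p under 0.05 with this approximation). edgeR on summed counts gave 21 and 4 with the screen as a replicate block and 0 and 0 without it, DESeq2 22 and 2, and fry 0 and 0, beside 470 and 866 at unadjusted p under 0.05 in the rank-sum test. No count minimum gave 102 lower, and leaving out a screen gave 33 (without S14) to 71 lower. Single sgRNAs, 17 higher and 7 lower with edgeR, were 5 and 3 with no count minimum and 0 and 0 without a replicate block (2021 and 2028 at unadjusted p under 0.05 with it), and library sizes from non-targeting sgRNAs gave 28 lower.

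In the secondary library, against 103 higher and 36 lower, all sgRNAs as reference gave 39 and 2, receptor sgRNAs 47 and 0, no sign rule 187 and 118, DESeq2 43 and 2, and edgeR on summed counts 32 and 1 with a replicate block and 15 and 0 without. fry gave 0 and 0, and a normal approximation 22 lower, beside 114 and 44 at unadjusted p under 0.05 in the rank-sum test. Single sgRNAs, 0 in both directions with edgeR (172 and 103 at unadjusted p under 0.05), were 54 higher and 5 lower with DESeq2 and 2 higher without a replicate block, and 0 to 10 higher and 0 to 3 lower on leaving out a screen, the most without S32b.

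For carry-over, r was 0.538 within genes called genome-wide, and 0.133 (without S14) to 0.428 on leaving out a screen. Genes higher in both libraries numbered 18 with receptor sgRNAs as reference and 11 (without S14) to 31 on leaving out a screen. The percent with the same sign was 56.2 with receptor sgRNAs, 91.3 within genes called genome-wide, and 49.1 to 57.9 (without S16) on leaving out a screen.

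With an estimated correlation 0 genome-wide lists were shifted up and 0 down, and 0 secondary lists up and 0 down by camera, where the permutation test gave 14 and 3, and 13 and 1. The adjusted p was then 0.470 for genome-wide TCR, JAK-STAT, integrin, ARP2/3, PI3K, brakes, endoplasmic reticulum, Elongator, KMT2C/D, BAF, BET, Mediator, other-lineage and study-named genes and 0.492 for TH2 factors, CBF and RUNX, and receptor genes. In the secondary library it was 0.140 for TCR, JAK-STAT, integrin, ARP2/3, BET and study-named genes, 0.149 for endoplasmic reticulum, PI3K and receptor genes, 0.166 for Elongator, 0.220 for KMT2C/D and BAF, and 0.226 for TH2 factors and acetyl-CoA synthesis. With the preset correlation 1 genome-wide list was shifted down, and the adjusted p was 0.0767 for brakes, 0.211 for receptors, and in the secondary library 0.0653 for acetyl-CoA synthesis and 0.0776 for TH2 factors. With the sgRNA median the permutation adjusted p was 0.0722 for brakes, 0.0649 for secondary acetyl-CoA synthesis and 0.0718 for secondary TH2 factors. With count-matched random lists it was 0.0166 for interferon-γ genes, 0.0531 for KMT2C/D and 0.104 for TH2 factors.

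On leaving out a screen, 9 (without S16) to 12 genome-wide lists were shifted up and 1 (without S14) to 3 down. The permutation adjusted p ranged from 5.00e-05 to 0.209 (without S14) for ARP2/3, 0.0116 to 0.125 (without S16) for BET, 0.0699 to 0.0939 for brakes, 0.0151 to 0.0630 (without S16) for CBF and RUNX, 6.25e-05 to 0.234 (without S16) for JAK-STAT, 0.174 to 0.389 for KMT2C/D, 0.000444 to 0.5001 (without S14) for Mediator, 0.124 to 0.184 for other-lineage genes, 0.000250 to 0.105 (without S14) for PI3K, and 0.00496 to 0.283 (without S16) for TH2 factors. The ribosomal list was shifted up without S14 (6.25e-05) and down without S16 (5.00e-05), and the proteasome list likewise (0.000792 and 0.0436), against 0.969 and 0.115 with both screens; Rpl17 scored 3.09 without S14 and -2.24 without S16, against 0.42. In the secondary library the range was 0.0647 to 0.0878 for acetyl-CoA synthesis and 0.0350 to 0.110 (without S28) for TH2 factors. With receptor sgRNAs as reference, members called of the lists other than receptors and study-named genes were 1 lower genome-wide, against 2, and 37 higher and 0 lower secondary, against 62 and 4 (by the exact rank-sum test).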

Other observations

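All tests of Cebpg in this part were chosen after its counts were seen, as were the assignments of fractions within screens and the splits for single sgRNAs; the splits for summed counts were planned. Ribosomal protein genes, which all cells need, went opposite ways in the genome-wide screens: the 45 tested of 82 in the table, those with enough counts in both fractions of both screens, lay 0.55 above the other genes in S16 and at -0.55 in S14, where 20% had a positive score. Rpl17 scored -2.24 in S14 and 3.09 in S16, Rpl34 -1.65 and 1.94, and the proteasome gene Psmb3 -2.02 and 1.11, so they were not called although their adjusted p passed. Over both screens the ribosomal list was shifted by -0.00 (permutation adjusted p = 0.969), with 1 of 45 lower and 3 adjusted over the list alone, and the proteasome list by 0.08 (permutation adjusted p = 0.115; 0.29 without S14 and -0.12 without S16, permutation adjusted p = 0.000792 and 0.0436), with 0 of 36 called by the exact rank-sum test (3 higher and 1 lower at unadjusted p under 0.05, 0 by edgeR) and 0 adjusted over the list alone. Respiratory chain genes were shifted by -0.03 (permutation adjusted p = 0.591; 0 of 23 called and 0 adjusted over the list alone by the exact rank-sum test, 1 lower at unadjusted p under 0.05, 0 by edgeR), and the secondary library held no tested gene of the proteasome, respiratory chain or brakes lists. Rpl9, the single ribosomal gene tested there, was lower, as was 1 of 2 other-lineage genes.

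Lists of tRNA modification and of transcription were shifted up in the genome-wide screens. The list of Elongator, tRNA thiolation and diphthamide synthesis, which modify tRNA and elongation factor 2, was shifted by 0.38, with 2 of 18 higher and 4 adjusted over the list alone, and the BAF list by 0.31 with 1 of 17 and 2 (permutation adjusted p = 5e-05 and 7.14e-05; adjusted p = 0.470 for both with an estimated correlation). The BET list was shifted by 0.34 with 1 of 8 higher and, adjusted over the list alone, 5 higher and 1 lower, the Mediator list by 0.24 with 2 of 14 and 2 higher and 1 lower, and the KMT2C/D list by 0.24 with 1 of 8 and 2 (permutation adjusted p = 0.003, 0.00402 and 0.0297; adjusted p = 0.470 for each with an estimated correlation). CBF and RUNX genes were shifted by 0.50 with 1 of 4 and 1, and TH2 transcription factors by 0.22 with 2 of 19 and 4 higher and 1 lower (permutation adjusted p = 0.003 for both; adjusted p = 0.492 for both with an estimated correlation). PI3K and mTOR genes were shifted by 0.27 with 0 of 19 called by the exact rank-sum test, 5 higher at unadjusted p under 0.05, 0 by edgeR and 2 adjusted over the list alone (permutation adjusted p = 0.000306; adjusted p = 0.470 with an estimated correlation). Receptor genes were shifted by -0.04, with 5 of 1380 lower and 5 adjusted over the list alone (permutation adjusted p = 5e-05; adjusted p = 0.492 with an estimated correlation). Genes the study named were shifted by 0.56, with 12 of 40 higher and 1 lower, and 26 and 2 adjusted over the list alone (permutation adjusted p = 5e-05; adjusted p = 0.470 with an estimated correlation). Interferon-γ and TH1 genes lay at -0.10 (permutation adjusted p = 0.194) and passed only with random lists matched on count (permutation adjusted p = 0.0166), with which the calls of KMT2C/D (0.0531) and TH2 factors (0.104) were lost. Not shifted were NF-κB (0.08, permutation adjusted p = 0.281; 2 higher and 1 lower of 16 adjusted over the list alone), cell death (0.10 and 0.194; 1 of 17 higher adjusted over the list alone), the type-2 cytokine locus (0.11 and 0.261; 0 of 10, with 1 lower at unadjusted p under 0.05 in the exact rank-sum test and 0 by edgeR) and acetyl-CoA and sterol synthesis (0.11 and 0.151, mean score 0.02 and median -0.11; 2 of 17 higher, and 2 higher and 2 lower adjusted over the list alone). Against receptor sgRNAs, a reference chosen after the data were seen, the exact rank-sum test called 0 members of the Elongator, KMT2C/D and BET lists (5, 3 and 5 higher at unadjusted p under 0.05 with non-targeting sgRNAs), 1 of the BAF, CBF and RUNX, and TH2 lists, 2 of Mediator, and 10 higher and 1 lower of genes the study named. edgeR called 0 of Elongator, KMT2C/D, BAF and TH2 factors, 1 each of BET, Mediator, and CBF and RUNX, and 7 higher and 1 lower of genes the study named. Except for receptor genes, these lists hold genes the study named on these samples and are not independent evidence. Without S14 the calls of Mediator (permutation adjusted p = 0.5001), KMT2C/D (0.389) and PI3K and mTOR (0.105) were lost, and without S16 those of KMT2C/D (0.174), BET (0.125), CBF and RUNX (0.0630) and TH2 factors (0.283).

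In the secondary screens the endoplasmic reticulum list was shifted by 0.90 and the PI3K list by 0.73 (permutation adjusted p = 4e-05 and 0.00112; adjusted p = 0.149 for both with an estimated correlation). BET genes were shifted by 1.18, KMT2C/D by 0.74 with 4 of 4 and BAF by 0.88 with 2 of 3 (permutation adjusted p = 0.000128, 0.00442 and 0.00465; adjusted p = 0.140, 0.220 and 0.220 with an estimated correlation). The Elongator list was shifted by 0.59 with 5 of 8 higher, TH2 factors by 0.31 with 3 of 9 higher and 1 lower, and acetyl-CoA and sterol synthesis by 0.45 with 2 of 4 (permutation adjusted p = 0.00146, 0.0459 and 0.0492; adjusted p = 0.166, 0.226 and 0.226 with an estimated correlation). Of genes the study named 29 of 32 were higher, a shift of 1.04 (permutation adjusted p = 4e-05; adjusted p = 0.140 with an estimated correlation). NF-κB (0.35; 1 of 4 higher) and cell death (0.25; 2 of 5 higher and 1 lower) were not shifted (permutation adjusted p = 0.107 and 0.175), and both tested genes of Mediator and of CBF and RUNX were higher, against 1 of 2 in each list with receptor sgRNAs as reference and 1 of 2 with edgeR. Among cell death genes the death receptor gene Fas (0.72 ± 0.58) and the caspase gene Casp8 (0.67 ± 0.42) were higher and Trp53 lower, and none of the 3 was called with receptor sgRNAs as reference. The counts of these lists were the same adjusted over the list alone, and they are not independent evidence. With receptor sgRNAs as reference they were 2 of 8 for Elongator, 1 of 4 for KMT2C/D, 1 of 3 for BAF, 3 of 9 for TH2 factors, 1 of 4 for acetyl-CoA and sterol synthesis and 22 of 32 for genes the study named. With edgeR these were 0, 1, 2, 3, 1 and 18, where the rank-sum test gave 5 for Elongator at unadjusted p under 0.05.

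sgRNAs against Cebpg, the gene of a C/EBP transcription factor, took more reads than those of any other gene in the genome-wide library, with a single sgRNA at 1794993 counts, 3.46% of reads, in the negative fraction of S14. A single contaminating sequence is argued against, since 3 of the 4 Cebpg sgRNAs were among the most abundant 1% in both screens. Outgrowth of cells that lost Cebpg in every screen is argued against too, since over the secondary screens the median abundance percentile of the same sgRNAs was 55.5, but the screens differed, and with 2 of the 4 sgRNAs at percentiles 98.5 and 98.1 in S28 outgrowth in some screens stays open. Over-representation in the plasmid or virus pool, or carry-over of separately cloned constructs, may be the source and was not tested; plasmid libraries were not analysed here. Cebpg was called higher in the genome-wide screens (1.24 ± 0.49) and not in the secondary screens (0.13 ± 0.94).

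The splits of the secondary libraries were too few for a share under 0.05. Of the 4 assignments of fractions within screens, 1 gave as many called genes as the real one, which gave 139, and the highest other gave 63. Of 10 splits of the 6 libraries, 1 gave as many genes by edgeR on summed counts as the real one, 33, and the highest other gave 0. For single sgRNAs with edgeR 10 of the 10 splits gave as many as the real one, 0, with the highest other at 0 (172 higher and 103 lower at unadjusted p under 0.05 in the real one, and 54 and 5 by DESeq2).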
